A study of Mus musculus with 16 samples. Its data were reported in "Pyruvate dehydrogenase complex integrates the metabolome and epigenome in CD8+ memory T cell differentiation in vitro" (2023).

How the data were processed

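ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, had been run on mouse CD8+ T cells differentiated in culture from spleen cells into effector cells (TE) or memory cells (TM). The cells came from wild-type (WT) mice or from TPdh-/- mice, whose T cells lack the pyruvate dehydrogenase complex after deletion of Pdha1. There were 16 libraries in 4 groups of 4, and each library was taken to its group and replicate number from its title. Libraries were analysed as deposited peak lists. Sequencing reads and coverage tracks were not analysed here.

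Per the study's methods, the authors trimmed adapters with Trimmomatic, aligned the read pairs to GRCm38/mm10 with BWA MEM, removed reads with secondary or split alignments and reads in regions blacklisted by ENCODE, and called peaks with MACS2 in paired-fragment mode with the mouse genome size. Other options, including any control library, were not stated. The deposited lists hold peaks named by a single library each, so replicates were taken not to have been pooled. Whether reads were offset for the transposase cut was not stated, and fragments rather than cut sites were piled up. For each peak the authors deposited a score, which is 10 times the −log10 of the q-value without its decimals. They also deposited a fold enrichment, which is the ratio of the summit pileup to the local background with 1 added to both. The −log10 p-value and the −log10 q-value of each peak were deposited as well, and the lowest −log10 q-value in any list was 1.30. These values belong to single peaks, are the authors', and were used here to rank, filter and describe peaks within a list. They were not scaled between libraries.

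The fold enrichment and the Poisson p-value of a peak together fix its summit pileup and its background. Both were solved for each peak outside the mitochondrial genome, and the pileup came out within 0.05 of a whole number for 100% of the peaks in every library. On simulated peaks, at least 99.99% of the pileups were recovered at each of the backgrounds tried. The lowest background in a library is the mean number of fragments over a base of the genome and is called the background coverage. It served as the measure of depth, since read totals were not analysed here. Each list also held 3 to 6 peaks on the mitochondrial genome. Mitochondrial fragments were therefore kept and can enter this measure, and their share in each library is not known. The number of fragments kept per library was estimated by dividing the product of background coverage and the genome size preset of MACS2 by the width of the shortest peak, which by default equals the mean fragment length. This estimate depends on default settings that the methods do not state.

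Peaks on the autosomes, X and Y were used. No peak lay past the end of a chromosome of GRCm38 in any of the 21 chromosomes compared. Gene positions came from GENCODE release M21 for that build, and GC content and repeat masking at the summits came from the RefSeq sequence of the same build. A promoter peak had its summit within 1000 bp of any annotated transcription start. A library held a gene when a peak overlapped the gene or the 5000 bp to each side. Regions were the merged peaks of all 16 libraries, and a library held a region when one of its peaks overlapped it by at least 1 bp. A region separated 2 groups when all 4 libraries of one group and none of the other held it. Because lists of different length hold different numbers of regions, the regions were also counted in equal-sized lists of the 2290 peaks with the highest −log10 q-value in each library, 2290 being the length of the shortest list. Similarity of a pair of libraries was the Jaccard index, the bases covered in both divided by the bases covered in either. A peak was called recurring when a peak of another replicate of its group overlapped it. The overlap expected from chance was the mean over 6 shifts of the positions by 50 to 200 kb in either direction.

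TPdh-/- was compared with WT in TM and in TE, and TM with TE in each genotype. Values per library were compared by two-sided exact permutation tests of the difference in means over the 70 arrangements of 8 libraries, for which the smallest possible p is 0.0286, and the 4 comparisons were adjusted by Benjamini and Hochberg. The genotype effect over both cell types was tested by permuting genotype within cell type (4900 arrangements), and the difference between the genotype effects in TM and TE by permuting the residuals of an additive model. Counts of separated regions and similarities within against between groups were ranked among the 35 splits of 8 libraries into 4 and 4, one-sided, with a smallest possible share of 0.0286. Genes were compared by two-sided Fisher's exact test on the number of libraries that held them. The smallest p of that test is 0.0286 per gene.

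The comparisons, their tests, the main alternatives and a panel of 36 genes were fixed before the data were examined. The panel holds the targeted gene, 10 genes that the text of the study names or that belong to families it names, 16 further genes of memory or effector T cells, 4 T cell lineage genes and 5 genes active in every cell. Named in the text are panel genes whose number of libraries with a peak differs by at least 3 between the groups of a comparison, except for 1 gene that counts in the panel totals but is not reported here. Also named are up to 3 regions per direction of each genotype comparison with the best mean rank by q-value among the regions separating the genotypes in equal-sized lists. Alternatives covered a −log10 q-value of at least 5, other sets of chromosomes, peaks scaled to the shallowest library, other list sizes and rankings, windows around summits, other definitions of a promoter, of a held region or of separation, background coverage as a covariate, pairing by replicate number and leaving out each library. Chosen after seeing the data were a fold enrichment of at least 5, promoter peaks alone, recurring peaks alone, lists as long as the shortest of the groups compared, and matching on GC content in 7 bins from 35% to 70%.

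The count of separated regions was tested on simulated lists with the peak numbers and widths of the TM libraries. Of 200 planted regions among 386959 simulated regions, 194 were called, and 0 regions were called outside the planted ones. All other simulated peaks lay at random positions, whereas real peaks recur between libraries. The 0 was therefore nearly fixed by the setting and does not show how many wrong calls real lists give. The exact test gave p under 0.05 in 3.5% of 1000 simulated sets without an effect and in 83.9% with a shift of 3 SD. The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.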

Results

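The deposited data describe open chromatin in 16 ATAC-seq libraries of mouse CD8+ T cells, 4 each of WT TE, TPdh-/- TE, WT TM and TPdh-/- TM cells. TE and TM are effector and memory T cells obtained in culture, and TPdh-/- cells lack the pyruvate dehydrogenase complex. The comparisons ask whether loss of this complex changes where chromatin is open in each type of cell, and how TM differ from TE in each genotype. The lists held 645567 peaks in all, from 2290 in WT TE replicate 3 to 86637 in TPdh-/- TM replicate 2.

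Background coverage, the measure of depth, ranged from 0.173 fragments per base in TPdh-/- TE replicate 2 to 1.55 in WT TE replicate 4. It was 1.18 ± 0.406 (SD, n = 4) in WT TE, 0.324 ± 0.130 (SD, n = 4) in TPdh-/- TE, 0.411 ± 0.107 (SD, n = 4) in WT TM and 0.224 ± 0.0309 (SD, n = 4) in TPdh-/- TM. On the log2 scale it was lower in TPdh-/- than in WT by a difference of -0.85 in TM and -1.89 in TE, and each TPdh-/- library lay below each WT library of its cell type (exact permutation p = 0.0286 for both, adjusted 0.0381). WT TM lay below WT TE by -1.48 (exact permutation p = 0.0286, adjusted 0.0381). TPdh-/- TM and TPdh-/- TE differed by -0.44, within the spread between replicates (exact permutation p = 0.286). Pairing libraries by replicate number left these differences as they were, with a p of 0.125, the smallest it can give, for the first 3 comparisons and 0.375 for TPdh-/- TM against TPdh-/- TE. Genotype and depth were not separable in either cell type, which limits each comparison of genotypes that follows. The fragments kept per library were estimated at 2390000 to 19620000.

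Targeted deletion was looked at first. Pdha1 (ENSMUSG00000031299.10, chromosome X, 160122209 to 160138413, minus strand, GRCm38) had a peak in the gene or its flanks in 1 of 4 WT TE, 2 of 4 TPdh-/- TE, 1 of 4 WT TM and 3 of 4 TPdh-/- TM libraries. The highest summit pileup at any of these peaks was 9 fragments. A peak list does not show whether an exon is missing, so the genotype of the libraries could not be checked from these data.

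The number of peaks was higher in TPdh-/- than in WT libraries. In TM it was 69768 ± 11594 (SD, n = 4) in TPdh-/- and 31835 ± 17776 (SD, n = 4) in WT. The difference was 1.30 on the log2 scale and all 4 TPdh-/- libraries lay above all 4 WT libraries (exact permutation p = 0.0286, adjusted 0.0571). In TE it was 50920 ± 21251 (SD, n = 4) in TPdh-/- and 8869 ± 7383 (SD, n = 4) in WT, a log2 difference of 2.83, again without overlap (exact permutation p = 0.0286, adjusted 0.0571). Neither passed 0.05 after adjustment over the 4 comparisons. Over both cell types the genotype effect was 2.07 (permutation within cell type, p = 0.000408, the smallest that test can give). WT TM had more peaks than WT TE by 2.06, with overlapping libraries (exact permutation p = 0.0571), and TPdh-/- TM and TPdh-/- TE differed by 0.53 (exact permutation p = 0.2). The difference between the genotype effects in TM and TE was -1.53 and did not pass the threshold (permutation p = 0.0776). For background coverage as a covariate, a single line of log2 peak number on log2 coverage was fitted over all 16 libraries. The fit had no term for group, so the line can take up part of a genotype difference itself. In its residuals the genotype differences fell to 0.15 in TM and 0.28 in TE (exact permutation p = 0.629 and 0.571). Among peaks with a fold enrichment of at least 5, chosen after seeing the data, they were 0.39 (exact permutation p = 0.514) and 1.68 (exact permutation p = 0.0571).

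**Figure D1:**
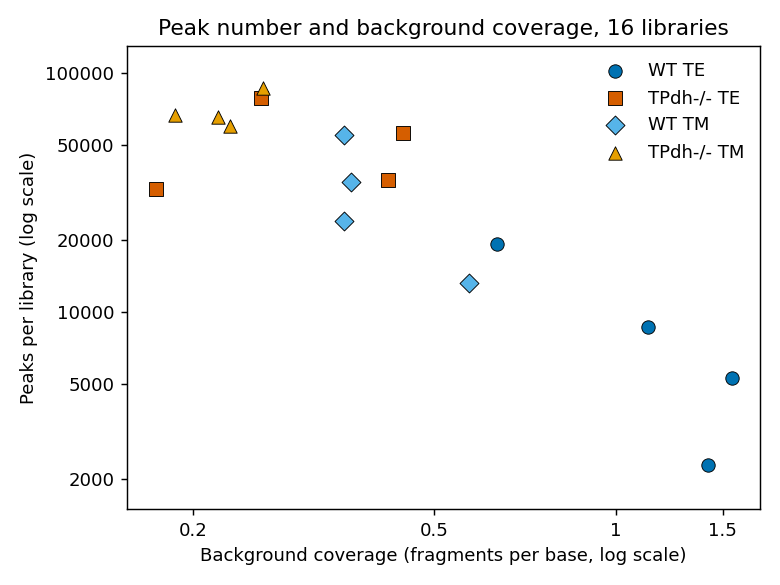
Number of peaks per library (log axis) against background coverage in fragments per base (log axis), one point per library, with colour and shape giving the group. The WT TE libraries sit at 0.636 to 1.55 fragments per base with 2290 to 19234 peaks, and the TPdh-/- TM libraries at 0.186 to 0.261 with 60189 to 86637 peaks.

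Peaks of few fragments made up more of the TPdh-/- lists than of the WT lists. A summit pileup of 4 or fewer fragments was found at 66.4% ± 3.22 (SD, n = 4) of TPdh-/- TM peaks and 49.4% ± 25.2 (SD, n = 4) of TPdh-/- TE peaks, against 21.9% ± 14.7 (SD, n = 4) in WT TM and 0% in each WT TE library. As a share of each list, agreement between replicates was lower outside WT TE. Recurring peaks made up 52.0% ± 22.7 (SD, n = 4) of WT TE peaks but 11.6% ± 2.11 (SD, n = 4) of TPdh-/- TE, 11.6% ± 2.61 (SD, n = 4) of WT TM and 12.3% ± 2.27 (SD, n = 4) of TPdh-/- TM peaks. With positions shifted, the corresponding values were 0.791%, 2.70%, 1.82% and 4.67%. In the 25% of peaks with the highest −log10 q-value the recurring share was 77.2%, 20.7%, 20.3% and 22.5% in the same order of groups. By number, recurring peaks came to 3359 ± 1181 (SD, n = 4) in WT TE, 5654 ± 1585 (SD, n = 4) in TPdh-/- TE, 3403 ± 1328 (SD, n = 4) in WT TM and 8372 ± 600 (SD, n = 4) in TPdh-/- TM, and the regions held by all 4 libraries of the group to 761, 196, 196 and 1035. Of the 525048 merged regions, 456128 (86.9%) were held by a single library and 53 by all 16.

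**Figure D2:**
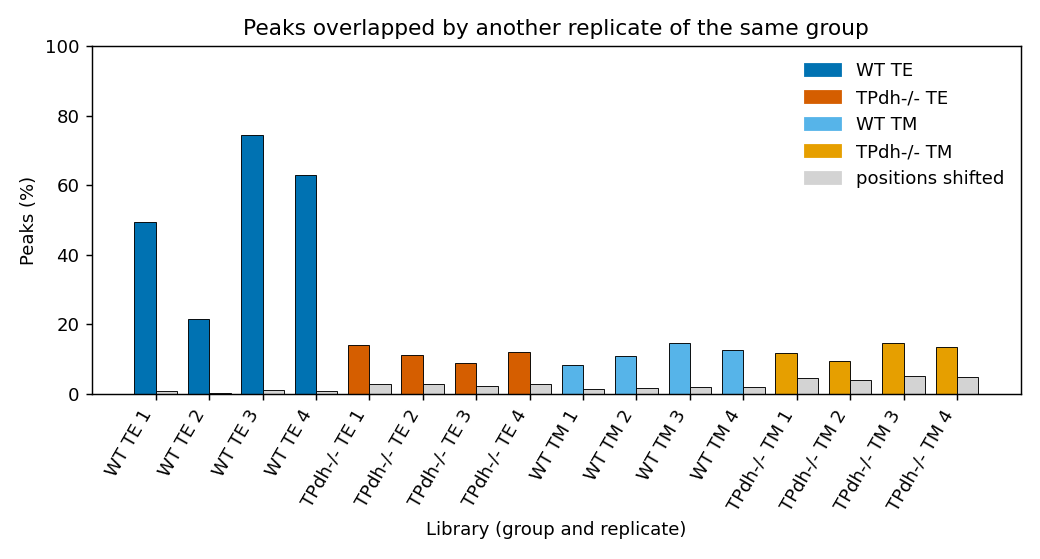
Share of peaks (%) in each library that a peak of another replicate of the same group overlaps (coloured bars), beside the mean share after the positions were shifted (grey bars). The 4 WT TE libraries reach 21.5% to 74.3%, and the other 12 libraries lie between 8.46% and 14.6%.

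Regions held by all 4 libraries of one group and none of the other were then counted. With all peaks, 109 regions separated TPdh-/- TM from WT TM, 106 of them held by TPdh-/-. In TE there were 81, with 25 held by TPdh-/- and 56 by WT. WT TM and WT TE were separated by 81 regions, 77 of them held by TE, and TPdh-/- TM and TPdh-/- TE by 103, of which 94 were held by TM. Each of these 4 counts was reached or passed by 4 of the 35 splits of the libraries, a share of 0.114. In equal-sized lists only 8 regions separated the genotypes in TM, 5 held by TPdh-/- and 3 by WT, and 4 of 35 splits gave as many. Ranked by fold enrichment instead of q-value, these lists gave 11, 6 held by TPdh-/- and 5 by WT, the most of any split (share 0.0286). In TE there were 102, of which 101 were held by WT, and no other split of the 35 gave as many (share 0.0286, the smallest possible). WT TM and WT TE were separated by 108 regions, 106 of them held by TE, again the most of any split (share 0.0286). TPdh-/- TM and TPdh-/- TE were separated by 9 (2 of 35 splits, share 0.0571). Of the 101 regions held by WT TE and not by TPdh-/- TE, 97 lay within 1000 bp of a transcription start.

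The regions with the best ranks show what these calls rest on. Held in equal-sized lists by the 4 WT TE libraries and no TPdh-/- TE library were the promoters of Inpp5f (chromosome 7, 128610976 to 128611755, exon), Slc30a1 (chromosome 1, 191906273 to 191906959, exon) and Mycbp (chromosome 4, 123904730 to 123905411, exon). In the full lists, peaks were present there in 3, 3 and 2 of the 4 TPdh-/- TE libraries, so these regions were not absent from TPdh-/- TE. The one region held by TPdh-/- TE was an intronic site of Litaf (chromosome 16, 10975068 to 10975248), 422 bp from a start, with no peak in any WT TE library and summit pileups of 50 to 165 fragments. It also had a peak in 4 of 4 WT TM and 2 of 4 TPdh-/- TM libraries. In TM, the regions held by TPdh-/- were at the promoters of Crot (chromosome 5, 8996665 to 8997443, exon) and Zfp446 (chromosome 7, 12977704 to 12978359, exon) and in an intergenic site on chromosome 1 (97580123 to 97580904, 35065 bp from the nearest start, that of Gm37171). In the full lists, the Zfp446 region had a peak in all 4 WT TM libraries, and the regions near Crot and Gm37171 in 1 WT TM library each. Held by WT TM was an intronic site of Pcnx2 (chromosome 8, 125779071 to 125779237), with pileups of 24 to 49 fragments and no peak in any TPdh-/- TM library or in any TE library. Intergenic sites on chromosome Y (141694 to 142185, nearest start Gm29277) and chromosome 15 (65721985 to 65722274, nearest start Gm23907) followed, and these had peaks in 4 and 3 TPdh-/- TM libraries in the full lists.

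WT TE libraries resembled each other more than any others. For each pair of groups, the mean Jaccard index within groups exceeded that between them by 4.55 percentage points for TPdh-/- TE against WT TE and by 4.08 for WT TM against WT TE, in each case more than in any other of the 35 splits (share 0.0286). For TPdh-/- TM against WT TM the excess was 0.243 points, and for TPdh-/- TM against TPdh-/- TE it was 0.211 points (share 0.114 for both). The index averaged 11.8% among WT TE libraries and 1.37% to 1.94% within the other groups. TPdh-/- TE libraries shared less with each other (1.37%) than with WT TE (2.04%), and WT TM libraries less with each other (1.40%) than with WT TE (2.52%), so the excess in both comparisons came from WT TE alone.

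The promoter share of peaks also set WT TE apart. It was 56.8% ± 20.3 (SD, n = 4) in WT TE and 10.3% ± 2.44 (SD, n = 4) in TPdh-/- TE, a difference of -46.5 percentage points (exact permutation p = 0.0286, adjusted 0.0571), and 9.34% to 15.4% (n = 4, median 11.6%) in WT TM, whose mean lay -44.8 points from WT TE (exact permutation p = 0.0286, adjusted 0.0571). TPdh-/- TM, at 11.9% ± 2.19 (SD, n = 4), did not differ from WT TM (-0.156 points, exact permutation p = 0.886) or from TPdh-/- TE (1.58 points, exact permutation p = 0.371). Of the genome, 5.88% lies within 1000 bp of a start. The setting that moved these differences most was averaging over bins of GC content, chosen after seeing the data, under which TPdh-/- TE lay -19.0 points and WT TM -17.8 points from WT TE (exact permutation p = 0.0286 for both). With peaks scaled to the shallowest library they were -22.9 and -22.6 points and not past the threshold (exact permutation p = 0.171 and 0.143). In equal-sized lists the share was 74.1% ± 8.32 (SD, n = 4) in WT TE and 14.1% ± 8.24 (SD, n = 4) in TPdh-/- TE, a difference of -60.0 points (exact permutation p = 0.0286). The number of promoter peaks, in contrast, was 3922 ± 1671 (SD, n = 4) in WT TE and 5400 ± 2793 (SD, n = 4) in TPdh-/- TE, and did not differ beyond the spread between replicates (exact permutation p = 0.486).

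**Figure D3:**
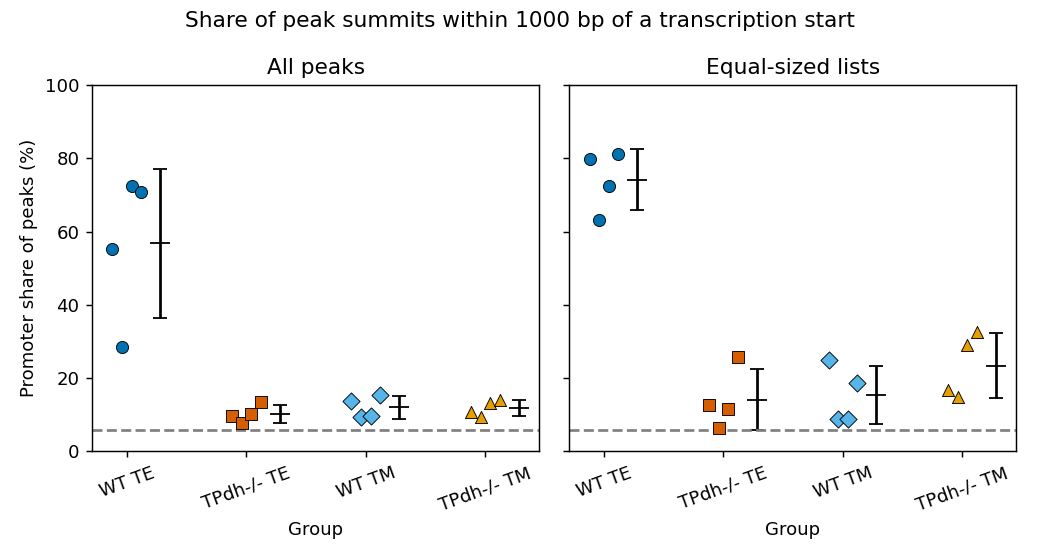
Promoter share of peaks (%) in each library by group, for all peaks (left) and for lists of the 2290 peaks with the highest −log10 q-value (right), with bars for mean ± SD (n = 4) and a dashed line at the 5.88% of the genome within 1000 bp of a start. In the equal-sized lists WT TE libraries lie at 63.1% to 81.3% and the other 12 libraries at 6.46% to 32.6%.

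Of the 36 panel genes, none reached an adjusted p under 0.05 in any comparison, either adjusted over the list alone or over all 21911 protein-coding genes tested. In TPdh-/- TM against WT TM no panel gene differed by at least 3 libraries and none had an unadjusted p under 0.05. In TPdh-/- TE against WT TE, 5 did, all with more TPdh-/- libraries. Tbx21 (ENSMUSG00000001444.2, chromosome 11, 97098071 to 97115331) had a peak in 4 of 4 TPdh-/- TE and 0 of 4 WT TE libraries (Fisher's exact test, p = 0.0286, adjusted 1). Gzmk (chromosome 13), Foxo1 (chromosome 3) and Ifng (chromosome 10) had one in 3 of 4 and 0 of 4 (Fisher's exact test, p = 0.143). Foxo1 also had a peak in 3 of 4 WT TM against 0 of 4 WT TE libraries, and Actb (chromosome 5) in 4 of 4 against 1 of 4 (Fisher's exact test, p = 0.143). Id3 (chromosome 4) had a peak in 3 of 4 TPdh-/- TM and 0 of 4 TPdh-/- TE libraries (Fisher's exact test, p = 0.143). In equal-sized lists none of these genes differed by 3 libraries. Among all protein-coding genes, the unadjusted p was under 0.05 for 253 in the TM and 697 in the TE comparison of genotypes, with 250 and 686 held by TPdh-/-. In equal-sized lists these counts were 8 and 145, with 7 and 10 held by TPdh-/-. The start of a protein-coding gene, within 1000 bp, had a peak for 3.44% of genes in WT TM replicate 3 and up to 28.3% in TPdh-/- TM replicate 4, so that the absence of a peak at a gene says little about that gene. The first of these libraries had the higher background coverage, 0.572 against 0.186 fragments per base.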

Values the study reported

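The study reported at least 61 M read pairs, with reads of 101 bases, for the ATAC-seq libraries.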

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

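The test of coverage against promoter share, the pair of libraries closest in coverage and the test of the number of groups looked at were chosen only after the results were seen.

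Background coverage of WT TM replicate 3 was 0.572 fragments per base, far above 0.354 to 0.364 in the other 3 WT TM libraries. The gap to the nearest of these was a share of the range of the group beyond Dixon's 95% limit for 4 values. Chance alone among the groups looked at may account for it: 24 combinations of group and measure were looked at, 1 passed the limit, and about 1 in 20 would by chance. This library also had the fewest peaks of its group, 13304. No biological explanation was tested, since the design gives none within a group.

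The genotype effect on promoter share differed between TM and TE by 46.3 percentage points with all peaks (permutation p = 0.00204) and by 68.0 points in equal-sized lists (permutation p = 0.000408, the smallest it can give). WT TE stood apart, with the other 3 groups close to each other. A single library was not the source: with each library left out in turn the difference stayed at 41.1 points or more with all peaks and at 64.9 or more in equal-sized lists, past the threshold in all 16 fits. GC content of the peaks as the whole cause is argued against by lists with the same GC content, in which TPdh-/- TE still lay -26.2 points from WT TE (exact permutation p = 0.0286), although the difference was smaller than in lists of any GC content. Higher coverage of the WT TE libraries remains open. Over the other 12 libraries, which belong to 3 groups, promoter share in equal-sized lists did not rise with background coverage (Spearman's rho = -0.049, permutation p = 0.886; Pearson's r = -0.188, permutation p = 0.551; r = -0.324 without the 2 libraries farthest from the median coverage). The closest pair in coverage goes against it as well: WT TM replicate 3 at 0.572 and WT TE replicate 2 at 0.636 fragments per base had shares of 8.91% and 63.1% in equal-sized lists. A single pair excludes nothing, however, and directions within groups were mixed. From the library of lowest to that of highest coverage, the share went from 6.46% to 25.8% in TPdh-/- TE and from 63.1% to 81.3% in WT TE. It went from 32.6% to 14.8% in TPdh-/- TM and from 8.82% to 8.91% in WT TM. None of the 12 libraries outside WT TE reaches the coverage of WT TE, so coverage and group cannot be told apart. The labels name no batch, and preparation of the WT TE libraries in a batch of their own cannot be excluded. Repeat-masked sequence at the summits also set WT TE apart. In equal-sized lists its mean share per library was 13.3% to 24.5% in WT TE and 35.9% to 55.7% in the other 12 libraries. In those 12 the median was 36.8% with all peaks and 49.8% in equal-sized lists, so their top-ranked peaks were richer in repeats. Whether repeats account for the lower promoter share was not tested. A difference in chromatin between WT effector cells and the other cells also stays open and untested.

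The genotype effect on log2 background coverage differed between TM and TE by 1.04 (permutation p = 0.0465). A single library was not the whole source, since the difference stayed at 0.77 or more with each library left out, but p was 0.05 or more in 11 of those 16 fits and reached 0.0837. Background coverage counts fragments kept after filtering, so input, sequencing effort and filtering each enter it, and mitochondrial fragments can. None of these could be examined in peak lists. A biological explanation was not tested.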

How the results depend on the processing

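Tests chosen only after the results were seen are those on peaks with a fold enrichment of at least 5, on promoter peaks, on recurring peaks, on peaks or lists matched for GC content, and on lists as long as the shortest of the groups compared.

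Peak number kept its direction in both comparisons of genotypes under every alternative run, but not its side of the threshold. With a −log10 q of at least 5 the log2 difference was 1.22 in TM and 1.24 in TE (exact permutation p = 0.143 for both). With a fold enrichment of at least 5 it was 0.39 and 1.68, for promoter peaks 1.30 and 0.43, and with background coverage as a covariate 0.15 and 0.28, none of these past the threshold. For recurring peaks the difference in TE was 0.79 and no longer passed, while TPdh-/- TM against TPdh-/- TE, at 0.61, now passed (exact permutation p = 0.0286). WT TM against WT TE reversed for promoter peaks (-0.12), and TPdh-/- TM against TPdh-/- TE reversed with the covariate (-0.065), both far from the threshold. The covariate is confounded with genotype, since background coverage does not overlap between the genotypes of a cell type, so the loss of the difference under it does not tell depth from genotype. For the other settings the cause was not tested. Leaving out 1 library at a time gave 0.94 to 1.63 for the genotypes in TM, 2.32 to 3.34 for the genotypes in TE, 1.55 to 2.57 for WT TM against WT TE and 0.35 to 0.77 for TPdh-/- TM against TPdh-/- TE. In TM and in TE, the p rose to 0.0571 in each of the 4 fits that left out a TPdh-/- library and stayed at 0.0286 in the 4 that left out a WT library (exact permutation). The genotypes stayed without overlap in all of these fits, so the rise does not point to dependence on a single library. The comparison of WT TM with WT TE passed only without WT TE replicate 2 (2.57), and that of TPdh-/- TM with TPdh-/- TE only without TPdh-/- TE replicate 3 (0.77).

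Background coverage kept its direction throughout. Leaving out 1 library gave differences of -0.93 to -0.68 for the genotypes in TM, -2.16 to -1.62 for those in TE, -1.75 to -1.32 for WT TM against WT TE and -0.71 to -0.26 for TPdh-/- TM against TPdh-/- TE. The TE comparison of genotypes lost the threshold without TPdh-/- TE replicate 2 (-1.62) or 3, and that of WT TM with WT TE without any of the WT TM libraries. The groups compared stayed without overlap in these fits too.

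The replicate block, which pairs libraries by their number, leaves the differences as they are: 1.30 and 2.83 for peak number, -0.85 and -1.89 for background coverage between the genotypes in TM and TE, -1.48 for background coverage between WT TM and WT TE, and -46.5 and -44.8 points for promoter share in TPdh-/- TE and WT TM against WT TE. With 4 pairs its p was 0.125 for each, the smallest it can reach, so it could not pass and says nothing about stability. No pairing by number was seen in the peak lists, which does not exclude that the numbers pair animals. Over regions held by at least 2 libraries, deviations from the group means correlated by -0.0291 to 0.0730 (median -7.8e-04) between libraries of the same number and by -0.0855 to 0.0777 between those of different numbers.

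Promoter share between the genotypes in TM had no stable direction: -0.156 points with all peaks, but 5.24 with a −log10 q of at least 5, 1.69 with peaks scaled to the shallowest library, 8.01 in equal-sized lists, 4.23 in the top 10000 peaks, 5.40 with a fold enrichment of at least 5, 5.58 for recurring peaks, 1.07 averaged over bins of GC content and 5.19 in lists matched for GC content, none past the threshold. With 1 library left out it ran from -1.04 to 0.980. The differences of WT TE from TPdh-/- TE and from WT TM kept their direction, but with peaks scaled to the shallowest library they were -22.9 and -22.6 and no longer passed (exact permutation p = 0.171 and 0.143). In that setting WT TE libraries kept 63 to 907 peaks. With 1 library left out they ran from -55.9 to -41.3 and from -54.1 to -39.5, and lost the threshold where a library of TPdh-/- TE or WT TM was the one left out. The groups compared stayed without overlap there as well. TPdh-/- TM against TPdh-/- TE ran from 0.719 to 2.68. The top 10000 peaks could not be compared for WT TE in any result, because only 1 of its lists is that long.

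Counts of separated regions varied with the filter on peaks and with their definition. In lists not cut to equal size, and in the order genotypes in TM, genotypes in TE, WT TM against WT TE and TPdh-/- TM against TPdh-/- TE, they were 19, 46, 39 and 20 with a −log10 q of at least 5. They were 24, 21, 9 and 24 when a peak had to cover at least 50% of a region, and 1192, 1058, 887 and 1392 for regions held by at least 3 more libraries. None of these shares of splits was below 0.0857. Among the counts that stayed within 1.5 times, TPdh-/- TM against TPdh-/- TE with peaks scaled to the shallowest library gave 107 regions in 1 of 35 splits (share 0.0286). With peaks scaled to the shallowest library, the split between directions reversed in TE and in WT, where 14 and 7 regions were left, all held by TPdh-/- TE and WT TM. WT TE libraries kept only 63 to 907 peaks in that setting. Few regions could then be held by all 4 of them, so these reversals do not decide the direction. In fits that left out 1 library the counts ran from 157 to 331, 122 to 282, 116 to 291 and 204 to 324 in the same order, higher because fewer libraries have to agree. The direction changed in some of them. Without TPdh-/- TE replicate 1 or 2, the genotypes in TE went from 25 regions held by TPdh-/- and 56 by WT to 126 and 71, and to 220 and 62 (share 0.171 and 0.0286), and without replicate 2 TPdh-/- TM against TPdh-/- TE went from 94 held by TM and 9 by TE to 99 and 149 (share 0.171).

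In equal-sized lists, when a peak had to cover at least 50% of a region, the counts were 4, 11, 16 and 4 in that order, with the first reversed in direction (1 held by TPdh-/- and 3 by WT) and those in TE and in WT reached by 2 of 35 splits each (share 0.0571). For at least 3 more libraries they were 54, 576, 563 and 55, with the counts in TE and in WT again in 1 of 35 splits. In the top 10000 peaks the comparisons without WT TE gave 21 and 25, and in lists as long as the shortest of the groups compared they gave 24 and 60. Lists matched for GC content gave 6, 30, 25 and 5, the first reversed (2 held by TPdh-/- and 4 by WT). In TE and in WT they were not reached by another split. Ranked by fold enrichment they were 11, 92, 99 and 10, and the first now had a share of 0.0286. With 1 library left out the ranges were 10 to 20, 107 to 237, 110 to 235 and 12 to 18, the last reversed without TPdh-/- TE replicate 2 (7 held by TM and 10 by TE), and the share rose to 0.0857 in TE and in WT wherever a TPdh-/- TE or WT TM library was the one left out.

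The similarity result for WT TM against WT TE fell from a share of 0.0286 to 0.0571 with a −log10 q of at least 5 (3.49 points) and with peaks scaled to the shallowest library (8.74 points). TPdh-/- TM against TPdh-/- TE reached 0.0286 in the latter setting (0.549 points). With 1 library left out the excess was 0.119 to 0.546 points for the genotypes in TM, 2.01 to 6.60 in TE, 1.55 to 6.02 for WT TM against WT TE and 0.0750 to 0.490 for TPdh-/- TM against TPdh-/- TE. For the 2 comparisons with WT TE the share passed 0.05 only in the 4 fits that left out a WT TE library, where it was 0.114 to 0.171. For TPdh-/- TM against TPdh-/- TE the share fell to 0.0286 without TPdh-/- TE replicate 4 (0.490 points) and in no other of these fits.

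Panel genes differing by at least 3 libraries went from 5, 3 and 1 in the last 3 comparisons to 0, 0 and 0 both at gene starts and in equal-sized lists. With a −log10 q of at least 5 there were 2 for the genotypes in TM, 1 in TE and 1 for WT TM against WT TE. With 1 library left out they numbered 0 to 5, 1 to 10, 0 to 6 and 1 to 3. The direction reversed for WT TM against WT TE without WT TM replicate 4. It also reversed for TPdh-/- TM against TPdh-/- TE without TPdh-/- TM replicate 1, 2 or 3. In each of these fits 1 gene differed, with more TE libraries.

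Across all results, alternatives other than leaving out a library and the replicate block were tallied. In 118 cases they kept direction and side of the threshold, or a count within 1.5 times. They moved a count in 35, lost the threshold in 13, gained it in 2 and reversed in 14. Counts were sorted by size and direction alone, so threshold crossings among them are not in the 13 or the 2. The 14 include the reversed region counts in TE and in WT with peaks scaled to the shallowest library, which the short WT TE lists leave undecided. Depth limits all of this. In TPdh-/- TM, 66.4% of peaks rest on 4 or fewer fragments, and the comparisons of 4 with 4 libraries cannot give a p below 0.0286.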

Other observations

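Chosen only after the result was seen was the test of depth as the reason for more TPdh-/- peaks, as was the count of regions near chromosome ends.

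More peaks were called in the TPdh-/- libraries of both cell types. By background coverage, the TPdh-/- libraries were not the deeper ones. Its log2 value was lower than in WT by a difference of -1.37 within cell type (permutation p = 0.000408). Mitochondrial fragments can enter this measure, so it does not settle depth outside the mitochondrial genome. Peaks of few fragments passing at a low background remain a candidate explanation. After peaks were scaled to the shallowest library the excess of TPdh-/- peaks stayed, with a log2 difference of at least 2.74 in both cell types, which goes against the prediction written for this explanation. The scaled count itself favours shallow libraries, however: in simulated lists from one and the same landscape it gave 4218 peaks at a background of 0.2 and 9 at a background of 1.2. The test therefore decides nothing, and few fragments, depth and genotype cannot be told apart here.

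For the counts of separated regions with all peaks, 4 of the 35 splits of the same 8 libraries gave as many in each of the 4 comparisons. These numbers of splits include the real one. In equal-sized lists the numbers were 4 of 35 for the genotypes in TM, 1 of 35 (the real split alone) for those in TE, 1 of 35 for WT TM against WT TE and 2 of 35 for TPdh-/- TM against TPdh-/- TE. For panel genes differing by at least 3 libraries they were 35, 2, 9 and 31 of 35 in the same order, and for all protein-coding genes with an unadjusted p under 0.05 they were 2, 1, 3 and 6 of 35. The first of the panel numbers was bound to come out, because no panel gene differed that much between the genotypes in TM. The only share under 0.05 among the gene counts belongs to the TE comparison of genotypes, in which the TPdh-/- lists are the longer ones. In equal-sized lists 10 of its 145 genes were held by TPdh-/-, against 686 of 697 with all peaks.

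GC content of the peaks as one cause of the regions separating the genotypes in both cell types is argued against. In equal-sized lists, mean GC at the summits was higher in TPdh-/- TM than in WT TM by 1.60 points, with overlapping libraries (exact permutation p = 0.257), but lay -14.0 points from WT in TPdh-/- TE (exact permutation p = 0.0286). For TE alone, lists matched for GC content still gave 30 separated regions, more than any other of the 35 splits, though fewer than the 102 in lists of any GC content. GC content may therefore account for part of the TE regions and not for all.

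The deletion was made with a Cre recombinase driven by regulatory DNA of Cd4, so copies of that DNA in the transgene could raise the pileup at Cd4 (chromosome 6, 124864692 to 124888221, with 20000 bp to each side). In TPdh-/- TM the highest pileup over background was 26.1 to 102 and in WT TM at most 33.0, and the libraries overlapped. In all, 5 of the 8 TPdh-/- libraries lay above each WT library of their cell type, 4 of them in TE, where 3 of 4 WT libraries had no peak there. The overlap in TM goes against the prediction written for the copies, which asked for all 8, but the pileups where Cd4 had a peak were only 5 to 19 fragments, too few to exclude a rise, and a given pileup weighs more over the lower background of the TPdh-/- libraries. The explanation stays open.

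The 53 regions held by all 16 libraries were unlike the rest. Within 200 kb of an end of the sequenced part of a chromosome lay 39.6% of them, against 0.239% of the other regions (Fisher's exact test, p = 3.15e-41, across regions, which are not independent), and 9 of the 53 were within 1000 bp of a transcription start. No explanation was tested.

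Estimated fragments kept per library ranged from 2390000 to 19620000. That is lower than the number of read pairs quoted from the study above, and fragments left after filtering are not the same measure as read pairs sequenced.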
